# Translatome Regulation in Neuronal Injury and Axon Regrowth

**DOI:** 10.1523/ENEURO.0276-17.2018

**Published:** 2018-05-10

**Authors:** Meir Rozenbaum, Marek Rajman, Ida Rishal, Indrek Koppel, Sandip Koley, Katalin F. Medzihradszky, Juan A. Oses-Prieto, Riki Kawaguchi, Paul S. Amieux, Alma L. Burlingame, Giovanni Coppola, Mike Fainzilber

**Keywords:** axon growth, axon injury, nerve regeneration, translational regulation

## Abstract

Transcriptional events leading to outgrowth of neuronal axons have been intensively studied, but the role of translational regulation in this process is not well understood. Here, we use translatome analyses by ribosome pull-down and protein synthesis characterization by metabolic isotopic labeling to study nerve injury and axon outgrowth proteomes in rodent dorsal root ganglia (DRGs) and sensory neurons. We identify over 1600 gene products that are primarily translationally regulated in DRG neurons after nerve injury, many of which contain a 5’UTR cytosine-enriched regulator of translation (CERT) motif, implicating the translation initiation factor Eif4e in the injury response. We further identified approximately 200 proteins that undergo robust de novo synthesis in the initial stages of axon growth. ApoE is one of the highly synthesized proteins in neurons, and its receptor binding inhibition or knockout affects axon outgrowth. These findings provide a resource for future analyses of the role of translational regulation in neuronal injury responses and axon extension.

## Significance Statement

Translatome analyses are used to identify a large cohort of genes that are primarily translationally regulated after nerve injury. Many of these contain a 5'UTR cytosine-enriched regulator of translation (CERT) motif, suggesting that the translation initiation factor Eif4e may be involved in the injury response. A number of gene products are robustly synthesized in growing axons. The findings suggest that translational events regulate the neuronal injury response.

## Introduction

Axonal injury to peripheral neurons elicits a sequence of molecular and cellular events that are required for a successful regenerative response (Rishal and Fainzilber, 2014; Terenzio et al., 2017). Information on the lesion is conveyed to the cell body via retrograde calcium waves or macromolecular transport complexes (Perry et al., 2012; Shin et al., 2012; Cho et al., 2013). These retrograde signals elicit extensive transcriptional responses on arrival at the neuronal cell body (Michaelevski et al., 2010b; Ben-Yaakov et al., 2012), reflected by the large number of regeneration-associated genes that have been described in different paradigms of neuronal injury (Dulin et al., 2015; Chandran et al., 2016; Tasdemir-Yilmaz and Segal, 2016). Transcriptional regulation has been the main focus to date in the analysis of injury-induced changes in gene expression, while the role of translation has been examined mainly in the context of localized responses in the axon (Zheng et al., 2001; Michaelevski et al., 2010a; Jung et al., 2012; Twiss et al., 2016). Does initiation of regeneration require the neuronal cell body to change patterns of translation in addition to or differently from the transcriptional regulation that is known to occur?

An early study showed that cultured sensory neurons can extend new neurites in the absence of ongoing transcription during the first phase of outgrowth *in vitro*, but require new transcription for longer term elongating growth (Smith and Skene, 1997). Others described a role for ribosomal protein translation in axon growth under transcriptional repression (Twiss et al., 2000), and more recent studies have implicated translational repression and ribosome biogenesis as rate-limiting mechanisms for axon or dendrite growth (Slomnicki et al., 2016; Williams et al., 2016). A number of studies have shown that axon growth requires local protein synthesis (Zheng et al., 2001; Jiménez et al., 2005; Verma et al., 2005) and that changes in the balance between synthesis in axon versus soma affects axonal growth rates (Perry et al., 2016), but the overall contribution of soma translational regulation in axon outgrowth has not been comprehensively characterized to date.

Translating ribosome affinity purification (TRAP) and metabolic labeling are two types of approaches that can provide comprehensive analyses of translatome and proteome dynamics during the injury response. The first uses ribosome pull-downs followed by RNA-sequencing (RNA-seq) to identify RNAs associated with ribosomes in the cell or tissue of interest (Brar and Weissman, 2015). Studies of this nature in the nervous system typically take advantage of genetic tagging of ribosomes in the cell types of interest with GFP or HA epitope tags, to allow pull-down of the desired ribosome population directly from tissue lysates (Heiman et al., 2008; Sanz et al., 2009). This type of approach has been used for molecular profiling of diverse aspects of neuronal physiology, including activity (Tao et al., 2016), development (Shigeoka et al., 2016), maturation (Zhang et al., 2016), and pathology (Sun et al., 2015). However, ribosomal association alone may not necessarily reflect translational activation, since mRNAs may remain associated with ribosomes under translational arrest (Ingolia et al., 2011), and non-coding RNAs are also a prominent component of ribosome pull-downs (Carlevaro-Fita et al., 2016). Hence, metabolic labeling for direct monitoring of protein synthesis can provide a valuable complementary approach.

Metabolic labeling coupled with mass spectrometry analysis provides direct assessment of translational activity on a proteome-wide scale. In the stable isotopic labeling of amino acids in culture (SILAC) approach, differential proteome labeling is achieved by culturing cells in media containing different isotopes of an essential amino acid (Ong et al., 2002). SILAC was originally developed for dividing cells, and uniform labeling may require three to five cell divisions in culture. Although 70% −80% label incorporation has been reported in rapidly growing embryonic neurons after 3 d of culture (Spellman et al., 2008), non-dividing cells such as neurons are more easily assessed by pulsed or multiplex labeling approaches (Hoedt et al., 2014; Zhang et al., 2014). These and other variants of SILAC have been employed to characterize diverse aspects of neuronal cell physiology, such as synaptic protein turnover (Cohen et al., 2013), synapse development (Ultanir et al., 2014), and signaling endosome dynamics (Debaisieux et al., 2016). Here, we employ TRAP, RNA-seq, and SILAC-based methods to interrogate the translational response to nerve injury in dorsal root ganglia (DRGs) and in sensory neurons.

## Materials and Methods

### Animals, injury models, and neuronal cultures

The study was conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee. Male mice at 8–12 weeks of age were used for ribosome pull-down and RNA-seq experiments. The following mouse strains were used: RiboTag (Sanz et al., 2009), *Adv Cre* (Zhou et al., 2010; da Silva et al., 2011), *Isl1 Cre* (Yang et al., 2006), *Dhh Cre* (Jaegle et al., 2003), *Runx3 Cre* (Levanon et al., 2011), *PGK Cre* (Lallemand et al., 1998), and *ApoE null* (Piedrahita et al., 1992). Wistar rats were used for proteomics analyses and *C57BL/6 YFP16* mice (Feng et al., 2000) for functional validation of selected candidates. Cultures of control and conditionally injured primary sensory neurons from mouse or rat DRG were performed as described previously (Hanz et al., 2003; Perry et al., 2012). For proteomics, adult Wistar rats were subjected to sciatic nerve (SN) crush, and L4-6 DRG were isolated for culturing 3 d later. Control and injury-conditioned ganglia were dissociated with 500-U/ml collagenase (Sigma) and grown in Neurobasal A medium with B27 supplement (Invitrogen) containing L-Lysine:2HCl (13C6, 99%; 15N2, 99%, Cambridge Isotope Laboratories) for 24, 30, and 48 h.

Discrimination between axons and cell bodies of neuronal cultures was achieved by culturing the cells in modified Boyden chambers (Willis and Twiss, 2011). In this system, neurons are plated on filter inserts containing a polyethylene tetraphthalate membrane with 3-µm pores (Millipore) that had been coated with poly-L-lysine (Sigma) and laminin (Invitrogen). Neurons from 15–20 DRGs were plated per insert, and axon-enriched protein extracts were prepared (Zheng et al., 2001; Willis and Twiss, 2011). Briefly, cell bodies and non-neuronal cells were removed from the upper membrane surface, followed by extraction of the axon-enriched lower side of the membrane using a modified RIPA buffer [50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.5% NP-40, and 0.1% SDS] with protease inhibitors (Roche). Multiple biological replicates corresponding to five to seven animals each were combined and concentrated using centrifugal filters (Amicon Ultra, 3 kDa; Millipore). Protein concentration was measured with the Micro BCA Protein Assay (Thermo Scientific). Equal protein amounts were separated by 1D SDS-PAGE (10%) and stained with Novex Colloidal Blue (Invitrogen). Each gel lane was cut into 15 parts. Gel pieces were reduced, alkylated and digested with trypsin (https://msf.ucsf.edu/protocols.html), followed by on-line high-pressure liquid chromatography/mass spectrometry (LC/MS) using a NanoACQUITY-LTQ-Orbitrap XL system (Waters and Thermo Scientific, respectively). Each digest mixture was analyzed over 90-min fractionation on a C18 reversed-phase nanocolumn. Masses were measured in the Orbitrap, collision-induced dissociation on the six most abundant multiply charged ions of the MS survey was performed in the linear trap, and fragment masses were also detected there.

Transcription inhibition experiments on neuronal cultures were conducted by culturing adult rat DRG neurons with or without the RNA polymerase II inhibitor 5,6-dichloro-1-β-D-ribofuranosylbenzimidazole riboside (DRB; Sigma) at 80 µM final concentration. After 12 h, the DRB-containing medium was removed and cultures were washed twice with warm PBS. Fresh growth medium (DMEM/F12 + 10% HS + N2 + P/S) was then added and cultures were continued for up to 24, 36, and 48 h. Axons extending to the lower surface of the insert were identified by immunostaining for β3-tubulin (MAB1195; R&D Systems). Neurite outgrowth was analyzed using Neuromath (Rishal et al., 2013).

### Antibodies and immunostaining

Primary antibodies used for Western blottings were as follows: rat anti-HA (Roche catalog 11-867-423), mouse anti-RPS5 (Abcam, ab58345), rabbit anti-RPS18 (Abcam, ab91293), rabbit anti-RPS15 (Abcam, ab90902), rabbit anti-RPL11 (Abcam, ab79352), rabbit anti-TUJ1 (Covance catalog MRB_435_P), mouse anti-Rpl22 (Santa Cruz Biotechnology, sc-373993), rabbit anti-gERK (Sigma, M5670), and rabbit anti-albumin (Cedarlane, CLAG5140).

Primary antibodies used for immunostaining were as follows: rat anti-HA (Roche catalog 11-867-423), mouse Y10B (Abcam catalog ab37144), rabbit anti-TUJ1 (Covance catalog MRB_435_P), rat anti-MBP (Millipore, MAB395-1ML), and chicken anti-NFH (Abcam, ab72996). Fluorescent secondary antibodies were from Jackson ImmunoResearch. Staining was observed using an Olympus FV1000 Confocal laser-scanning microscope at 40× or 60× magnification with oil-immersion Olympus UPLSAPO objective and was analyzed with FV10-ASW2.0 software.

### RiboTag analyses and RNA-seq

Cre driver lines were crossed with RiboTag mice to generate animals heterozygous for Cre and homozygous for the *Rpl22-HA* allele, except for *Advillin-Cre* crosses that were used as heterozygotes for both alleles. Tissues were extracted and HA immunoprecipitation (IP) was conducted as previously described (Sanz et al., 2009), with slight modifications. Briefly, DRG or neurons resuspended from culture were homogenized on ice in supplemented homogenization buffer [50 mM Tris (pH 7.0), 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, and 1 mM DTT, 1.5× protease inhibitor cocktail, 300 units/ml RNasin (Promega), 150-µg/µl cyclohexamide, and 200 mM RVC] using 2-ml glass Teflon Potter Elv tissue grinders. After homogenization, lysates were transferred to Eppendorf tubes and centrifuged at 4°C for 10 min at 6,932 × g. Supernatants were collected to low bind tubes and 10% of each sample was set aside as input; 5 µg of anti-HA antibody was added to each sample and incubated on rotator for 4 h at 4°C. Magnetics beads were washed with the homogenization buffer and added to the Ab-homogenates mix, 100 µl of beads per sample, for overnight incubation at 4°C on rotor. Beads were washed three times, 5 min each, with high salt buffer [50 mM Tris (pH 7.0), 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, and 1 mM DTT, 1× protease inhibitor cocktail, 200 units/ml RNasin, and 150-µg/µl cycloheximide]. After washes, RNA was eluted and purified using the Qiagen RNeasy micro kit including on-column DNase digestion.

RNA-seq libraries were prepared in three to five replicates per condition, using at least 5 ng of starting total RNA for each replicate. Processing was with Ribo-Zero Gold (Epicentre), using the Ovation RNA-seq system V2 (NuGEN). After library preparation, amplified double-stranded cDNA was fragmented into 125 bp (Covaris-S2) DNA fragments, which were (200 ng) end-repaired to generate blunt ends with 5’-phosphates and 3’-hydroxyls and adapters ligated. The purified cDNA library products were evaluated using the Agilent Bioanalyzer and diluted to 10 nM for cluster generation *in situ* on the HiSeq paired-end flow cell using the CBot automated cluster generation system. All samples were multiplexed into a single pool to avoid batch effects (Auer and Doerge, 2010) and sequenced using an Illumina HiSeq 2500 Sequencer (Illumina) across multiple lanes of 50-bp paired-end sequencing, corresponding to three samples per lane and yielding between 44 and 85 million reads per sample. Quality control was performed on base qualities and nucleotide composition of sequences, with removal of outliers. Alignment to the *Mus musculus* (mm10) refSeq (refFlat) reference gene annotation was performed using the STAR spliced read aligner (Dobin et al., 2013) with default parameters. On average, 83.7 ± 8% of the reads mapped uniquely to the mouse genome. Total counts of read-fragments aligned to candidate gene regions were derived using the HTSeq program (http://htseq.readthedocs.io/) with mouse mm10 (December 2011) refSeq (refFlat table) as a reference and used as a basis for the quantification of gene expression. Only uniquely mapped reads were used for subsequent analyses. Differential expression analysis was conducted with R-project and the Bioconductor package edgeR (Robinson et al., 2010). Statistical significance of the differential expression was determined at false discovery rate (FDR) <0.1 (Table 1).

RNA-seq data were deposited within the Gene Expression Omnibus (GEO) repository (www.ncbi.nlm.nih.gov/geo), accession numbers GSE102316 (RiboTag data from DRG ganglia) and GSE110374 (RiboTag data from neuronal cultures). The Matlab function “clustergram” was used for generating hierarchical trees of differentially expressed genes (DEGs) and generating heatmaps. The “cosine” option was used for distance measurement (“Pdist value”) using average linkage (“LinkageValue”). No standardization was used. Gene ontology (GO) term enrichment analyses were done with the Ontologizer GO analysis tool (Bauer et al., 2008; http://ontologizer.de/webstart/), using total genome entries as background and the topology-weighted algorithm to identify-enriched GO terms.

### Mass spectrometry analysis

Peak lists were generated using PAVA_Jul2009. Database search was performed by Protein Prospector v5.4.2 on UniProtKB.2009.12.15.random.concatdatabase, considering rat, mouse and human proteins only (344290/21095996 entries searched). Only tryptic peptides were considered, one miscleavage was permitted. Carbamidomethylation of Cys residues was considered as a constant modification in the analysis, while variable modifications included acetyl (protein N-term), acetyl + oxidation (protein N-term M), Gln->pyro-Glu (N-term Q), label: 13C(6)15N(2) (K), met-loss (protein N-term M), met-loss + acetyl (protein N-term M), and oxidation (M). Two variable modifications per peptide were permitted. Precursor mass tolerance was set at 15 ppm, and fragment mass tolerance was 0.8 Da. Acceptance criteria: minimal scores were 22 and 15, for proteins and peptides, respectively; max E values were 0.05 and 0.1, for proteins and peptides, respectively. Entry ID redundancy was addressed by translating the UniProt identifiers to UniRef90 (release date 2010-02-09, version 15.14), and a peptide list was generated accordingly. Sequences shared by multiple UniRef90 entries could not be used reliably for quantification, hence were removed from the list. The search engine was also used to calculate light/heavy peptide ratios. Mass survey “scans” were summed up considering a −10- to +30-s window around the time the precursor ion was selected for CID analysis. Peak areas representing the first three isotope peaks of the identified peptide and its counterpart serve as the basis for the calculation. The SNR threshold applied was 10, the mass resolution was matched to that set for the Orbitrap data acquisition, i.e., 15,000. Only the best ID was considered in each LC/MS analysis, yielding a single L/H value for each light/heavy pair even if both were identified from CID data.

Proteins that featured at least two unique peptides with quantitative information were used for further analysis. Ratios (H/L) were transformed to logarithmic scale with base 2 for calculation of median values. Percentages of incorporation were calculated from the medians.

## Results

### Cell type-specific ribosome pull-downs from DRG

Cell type-specific expression of Rpl22-HA was confirmed by HA immunostaining on DRG sections (Fig. 1*A*). To verify ribosome pull-down from neuronal tissues, HA pull-downs were analyzed for Rpl22-HA and for coprecipitation of additional ribosomal proteins, Rps18, Rps15, Rps5, and Rpl11 (Fig. 1*B*). Coprecipitating signal for Rpl22 and the four additional ribosomal proteins was detected in RiboTag ganglion pull-downs but not in wild-type controls, indicating that ribosomes are specifically pulled down only from Rpl22-HA expressing cells. We further examined RNA coprecipitation in RiboTag pull-downs from DRG extracts of all the Cre-RiboTag lines of interest. Both 18S and 28S ribosomal RNAs were found in all RiboTag pull-downs, compared to undetectable levels in pull-downs from Cre-animals (Fig. 1*C*). Hence, tagged Rpl22 is specifically expressed in the expected cell types in different Cre driver lines for peripheral ganglia, and Rpl22-HA pull-downs from extracts of whole ganglia can be used to analyze ribosome-associated RNAs in cell types of interest.

**Figure 1.**
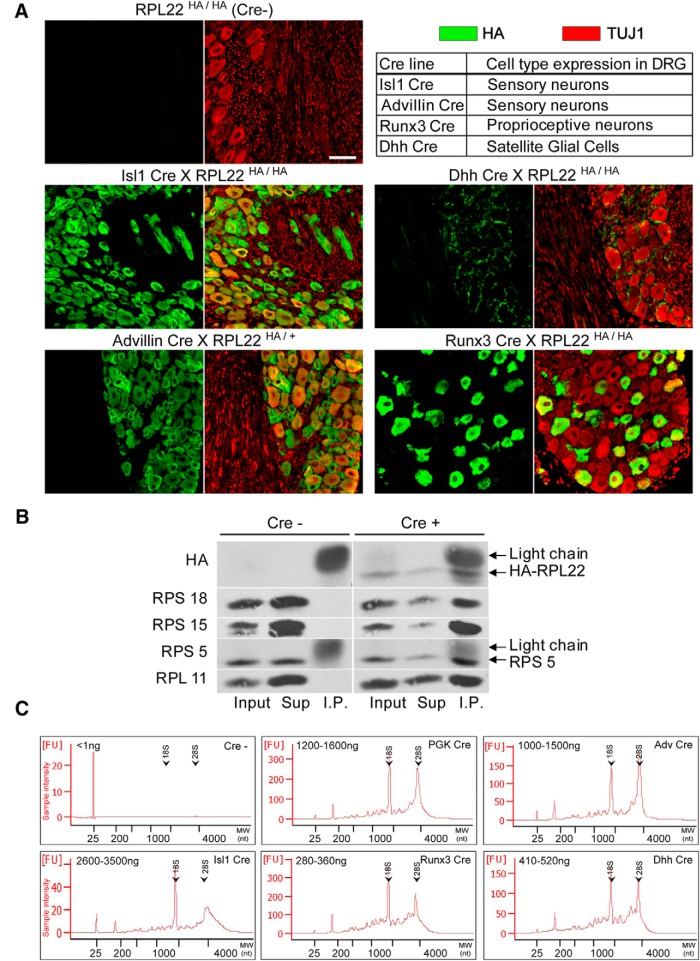
Cell type-specific ribosome isolation from DRG. ***A***, DRG sections from adult RiboTag mice with the indicated genotypes immunostained for HA (green, left) and the neuronal marker TUJ1 (red, right). Scale bar: 50 μm. ***B***, Isolation of sensory neuron ribosomal proteins from mouse DRG tissue. Total DRG isolated from four *Rpl22^HA/HA^* (Cre-) and four *Advillin-Cre X Rpl22^HA/+^* (Cre+) mice were extracted and IP with an HA antibody. Input, supernatant and IP fractions were then probed by Western blotting as indicated. Light chain indicates the precipitating HA antibody light chain. ***C***, Ribosomal RNA coprecipitation with Rpl22-HA from the indicated Cre RiboTag lines. Yields indicated in the upper left corner of each plot are from total DRG homogenate of one mouse (range for three repeats). The arrows indicate migration positions of 18S and 28S ribosomal RNA peaks. FU, fluorescence units.

### Neuronal versus glial translatomes from DRG

RNA-seq was then conducted on the IP, input and supernatant fractions described in Figure 2. Hierarchical clustering of the sequencing data distinguished IP from input samples, except for PGK-Cre, which is ubiquitously expressed in all tissues. Subclustering of the IP sample datasets followed the predicted cell type specificity of the different Cre drivers (Fig. 2*A*). Differential expression analysis between IP sample datasets further emphasized the unique composition of ribosome-associated ensembles derived from different Cre lines, except for the Isl1/Adv ensembles which are practically identical (Fig. 2*B*), due to the expression of these two Cre drivers in all sensory neuron subtypes in the DRG. Parallel comparisons of the input samples showed that they are mostly identical (Fig. 2*B*). Cell type specificity of the IPs was further confirmed by GO analysis on Adv-RiboTag (neuronal) versus Dhh-RiboTag (glial) datasets (Fig. 2*C*), and by comparison of enrichments of specific neuronal versus glial markers in both datasets (Fig. 2*D*). Thus, RiboTag IPs from DRG extracts enable characterization of RNA ensembles associated with ribosomes in neuronal versus glial cells.

**Figure 2.**
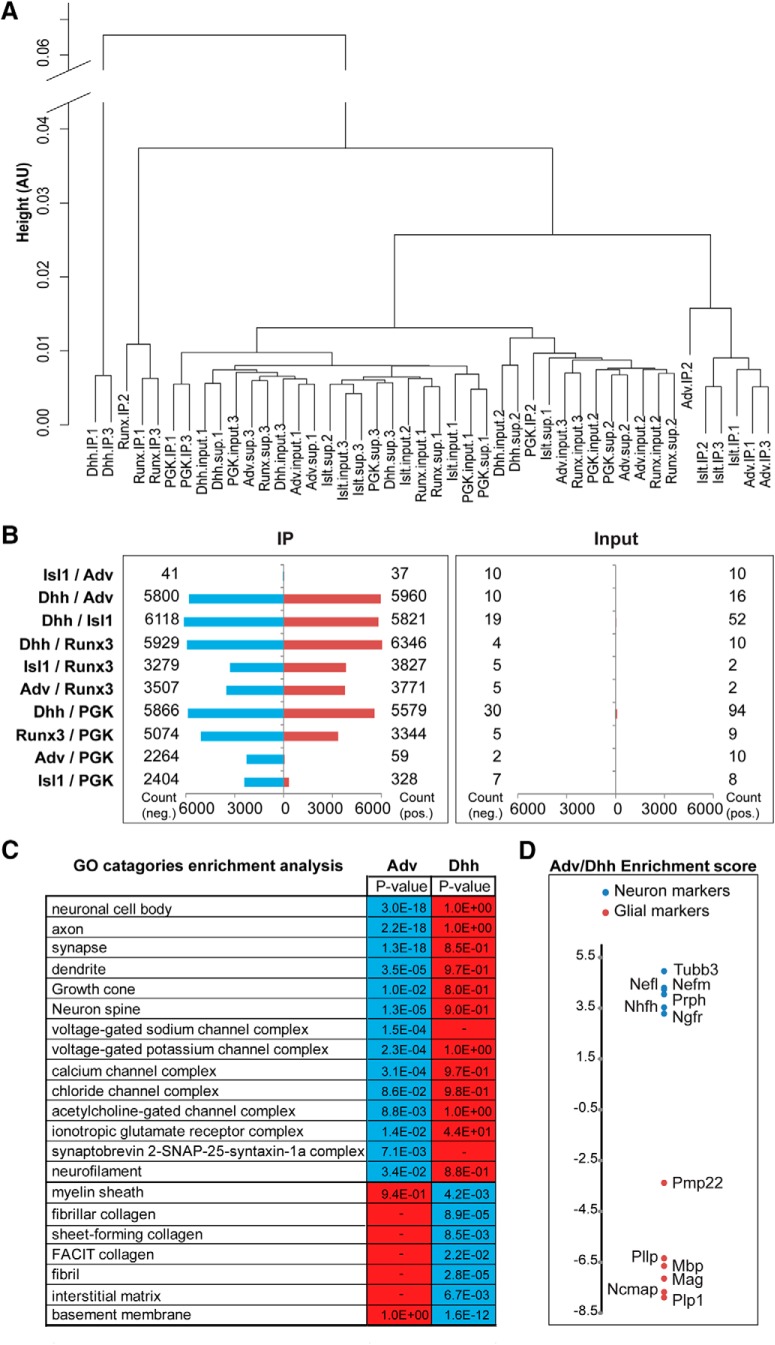
DRG cell type-specific pull-down of ribosome-associated RNAs. ***A***, Hierarchical clustering analysis shows that the mouse RiboTag IP samples cluster according to driver Cre identity, whereas input and supernatant samples do not. AU, arbitrary units. ***B***, Differential expression analysis of RNA-seq datasets from HA IPs from different Cre RiboTag lines. The differences between the input samples (right) are negligible, whereas marked differences are found for the IP datasets (left), except for the Isl1/Adv comparison. Red bars: upregulated transcripts; blue bars: downregulated transcripts. ***C***, GO enrichment analysis on IP datasets reveals clear distinctions between *Adv* versus *Dhh-Cre RiboTag mice*; *p* values for GO category enrichment are shown for each genotype. Blue shading indicates *p* < 0.05, red *p* > 0.05. ***D***, Enrichment analysis for specific neuronal (blue) versus glial (red) markers in Adv versus Dhh RiboTag datasets.

We then proceeded to examine changes in neuronal versus glial translatomes in the DRG following SN injury, using lumbar DRG from Isl1-Cre versus Dhh-Cre RiboTag mice at 4, 12, and 24 h after injury. Data were filtered such that only transcripts with an fragments per kilobase of transcript per million mapped reads (FPKM) above 1 were considered for further analysis. A differential expression analysis was performed between each time point and naive control with an FDR cutoff of 0.1. These analyses revealed unique populations of DEGs in input, neuronal RiboTag IP and glial RiboTag IP ensembles (Fig. 3*A*; Extended Data Figure 3-1). 40% of the DEG in the neuronal translatome are unique to this ensemble, 62% of the DEG in the glia are unique, and 24% of the DEG in the input are not found to be regulated in the RiboTag IP fractions of either neurons or glia. The responses also clearly differ in their kinetics, with marked differences in the time course of DEG regulation in neuronal versus glial translatomes after injury (Fig. 3*B*,*C*). Finally, a specific comparison of input versus Isl1-Cre RiboTag fractions highlights over 1600 DEG that change only in the ribosome-bound ensemble, but not in the input (Fig. 3*D*). This large group of genes is most likely under translational regulation in the first 24 h after injury, with little or no change in their transcription at the time points examined.

**Figure 3.**
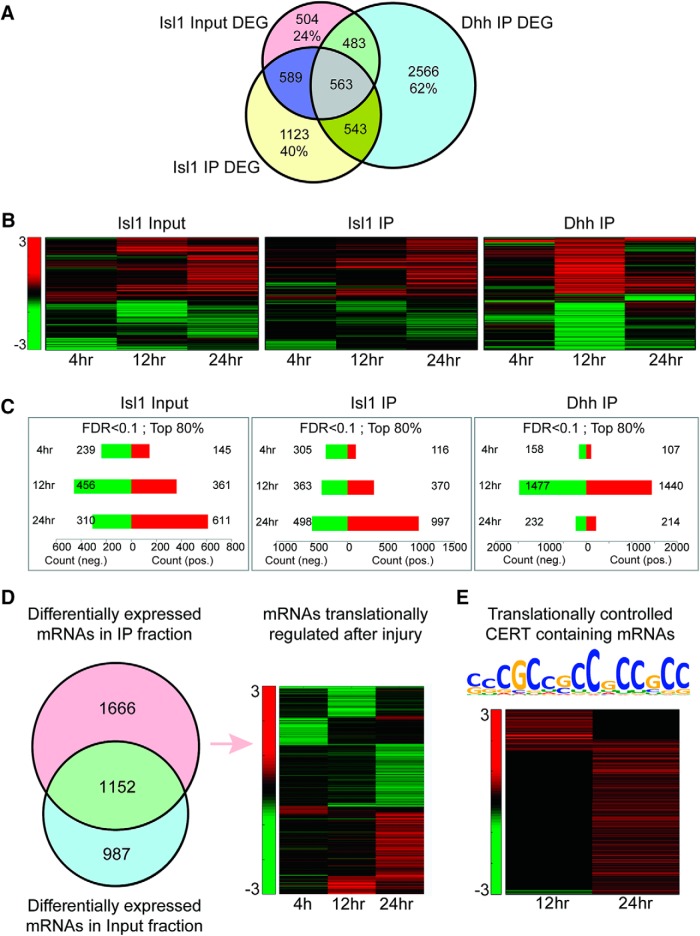
Translatome regulation in the DRG following SN injury. *Isl1-RiboTag* and *Dhh-RiboTag* mice underwent a sciatic lesion and L4-5-6 DRG were dissected at 4, 12, or 24 h after injury. HA-IP reaction was carried on the homogenate followed by RNA-seq analysis on the IP and input samples. Transcripts with FPKM higher than 1 were subjected to a differential expression analysis and compared to the naive samples at each time point. Only transcripts at an FDR lower than 0.1 were considered as differentially expressed. Differential expression in the input samples represents changes in total transcripts’ abundance in the DRG tissue. Differential expression in the IP samples represents changes in the association of transcripts with neuronal or glial ribosomes. ***A***, Comparison of differentially expressed genes (DEG) between the Input and Isl1 versus Dhh-RiboTag IP fractions. Percentages are the fraction of unique genes from the relevant dataset. ***B***, Clustering of the DEG shows different response dynamics over time in the different samples. ***C***, The number of down- and upregulated genes in each time point after filtering out the 20% least changing genes. ***D***, DEG lists from the IP and input fraction of the Isl1-Cre RiboTag IP were compared for common and unique entries. In pink are DEG only in the IP fraction that are considered as candidates for translational regulation. In blue are the DEG only in the input fraction. In green are DEG in both the IP and input. The heatmap depicts the translationally regulated genes at each time point. ***E***, Revised CERT motif for the neuronal DRG dataset shown above a heatmap depicting log fold change values for CERT-containing transcripts in the dataset. See also Extended Data Figures 3-1, 3-2.

10.1523/ENEURO.0276-17.2018.f3-1 Extended Data Figure 3-1 DEGs from RNA-seq of Input and RiboTag pull-downs of lumbar DRG after SN injury. Isl1-Ribotag, neuron-specific Cre, Dhh-Ribotag, glial Cre. Each spreadsheet lists the DEG for a different fraction-input fraction, Isl1 Ribotag pull-down, and Dhh Ribotag pull-down. Data include transcripts IDs, log fold change (logFC), *p* values, FDR values, FPKM values, counts, and normalized counts. Download Figure 3-1, XLSX file.

### Enrichment of the Eif4e-responsive cytosine-enriched regulator of translation (CERT) motif in the neuronal injury response translatome

We then applied MEME motif analysis software (Bailey et al., 2009) to search for motifs enriched in the translatome datasets. An initial screen revealed a number of short cytosine-enriched motifs, suggesting that a CERT motif might be overrepresented in the dataset. The CERT motif provides dose-dependent responsiveness to the translation initiation factor Eif4e (Truitt et al., 2015). We retrieved 5’UTR sequences for the previously defined CERT-containing genes (Truitt et al., 2015), and used these as a training set in MEME, revealing a shared motif highly similar to the published CERT (Fig. 3*E*). The revised motif is not completely identical to that previously published due to recent updating of a number of the 5’UTR sequences in the refSeq database.

To search for the CERT motif in our data, we retrieved the longest known refSeq 5’UTRs for all translationally regulated genes in four kinetic clusters. We then searched this set for CERT enrichment versus a background set of the 5’UTR sequences of all neuronal transcripts found in RiboTag pull-downs at FPKM > 1. The CERT motif was found to be enriched in translatome 5’UTRs at 12 and 24 h after injury and was present in 339 translationally regulated genes (Fig. 3*E*; Extended Data Figure 3-2). This analysis suggests that Eif4e may be involved in translational regulation of neuronal injury responses via the CERT motif.

10.1523/ENEURO.0276-17.2018.f3-2 Extended Data Figure 3-2 Transcripts that are translationally upregulated 12 and 24 h after injury and contain the CERT motif in their 5'UTR. The table lists transcript IDs, log fold change (LogFC), and FDR values for each time point after injury. Download Figure 3-2, XLSX file.

### Axon outgrowth proteomes reveal robust injury-regulated de novo protein synthesis

The findings detailed above suggest that translational regulation plays a role in the neuronal response to nerve injury. Conditional injury of SN is used as a model to differentiate between arborizing and elongating regenerative growth of DRG neurons in culture. Conditionally injured neurons initiate axon extension earlier in culture and have longer axons compared to the arborizing neurons at 24–48 h after plating. To characterize proteome differences between arborizing and elongating growth, we examined incorporation rates of heavy lysine (Lys8) into newly synthesized proteins in axons of compartmentalized rat DRG neuron cultures 24–48 h after plating (Fig. 4*A*). The average incorporation rate into axonal proteins did not differ significantly between conditionally injured versus control neurons over the time points examined, reaching ∼50% at 48 h after plating (Fig. 4*B*). However, we unexpectedly observed a subset of proteins with much higher incorporation rates, delineating an ensemble of axonal proteins robustly synthesized *de novo* during initial neurite extension (Fig. *5*; Extended Data Figure 5-1).

**Figure 4.**
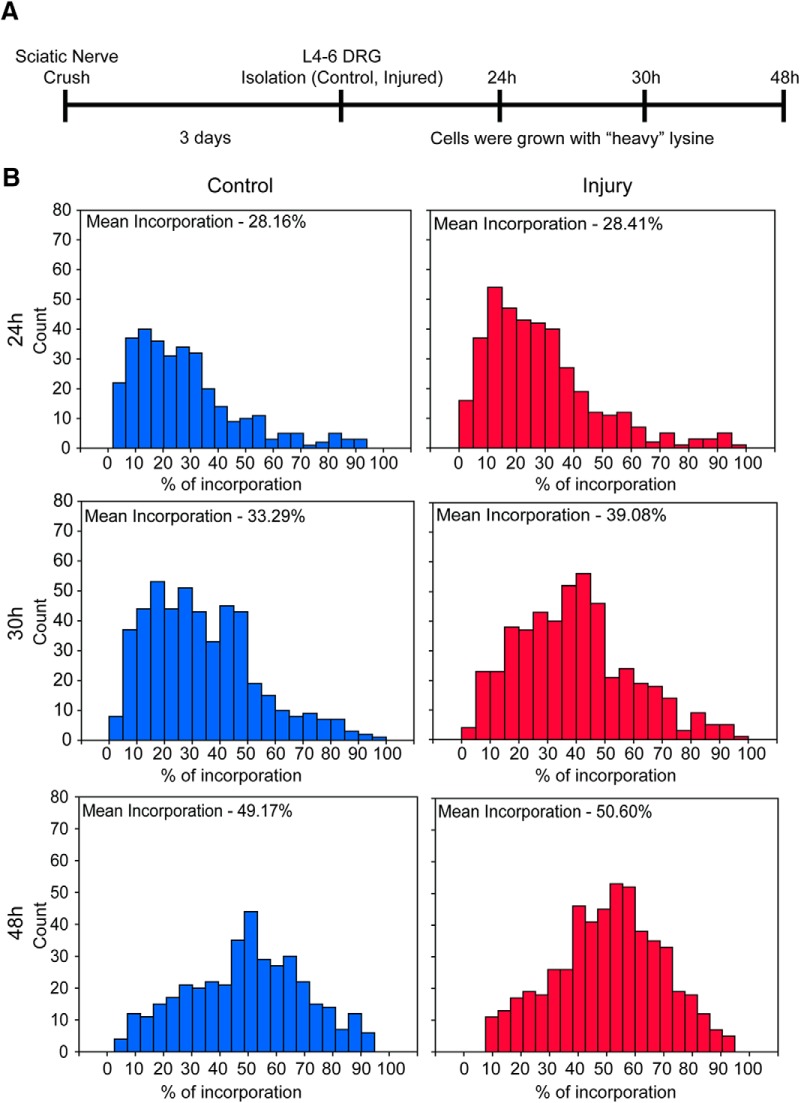
Incorporation of heavy lysine during neurite outgrowth. ***A***, Schematic outline of experimental paradigm for SILAC analyses in rat neurons. ***B***, Distribution of heavy lysine incorporation in control or conditionally injured neurons 24, 30, and 48 h after plating (neurite-enriched proteome). There was no difference in protein synthesis rates between control and conditionally-injured neurons.

**Figure 5.**
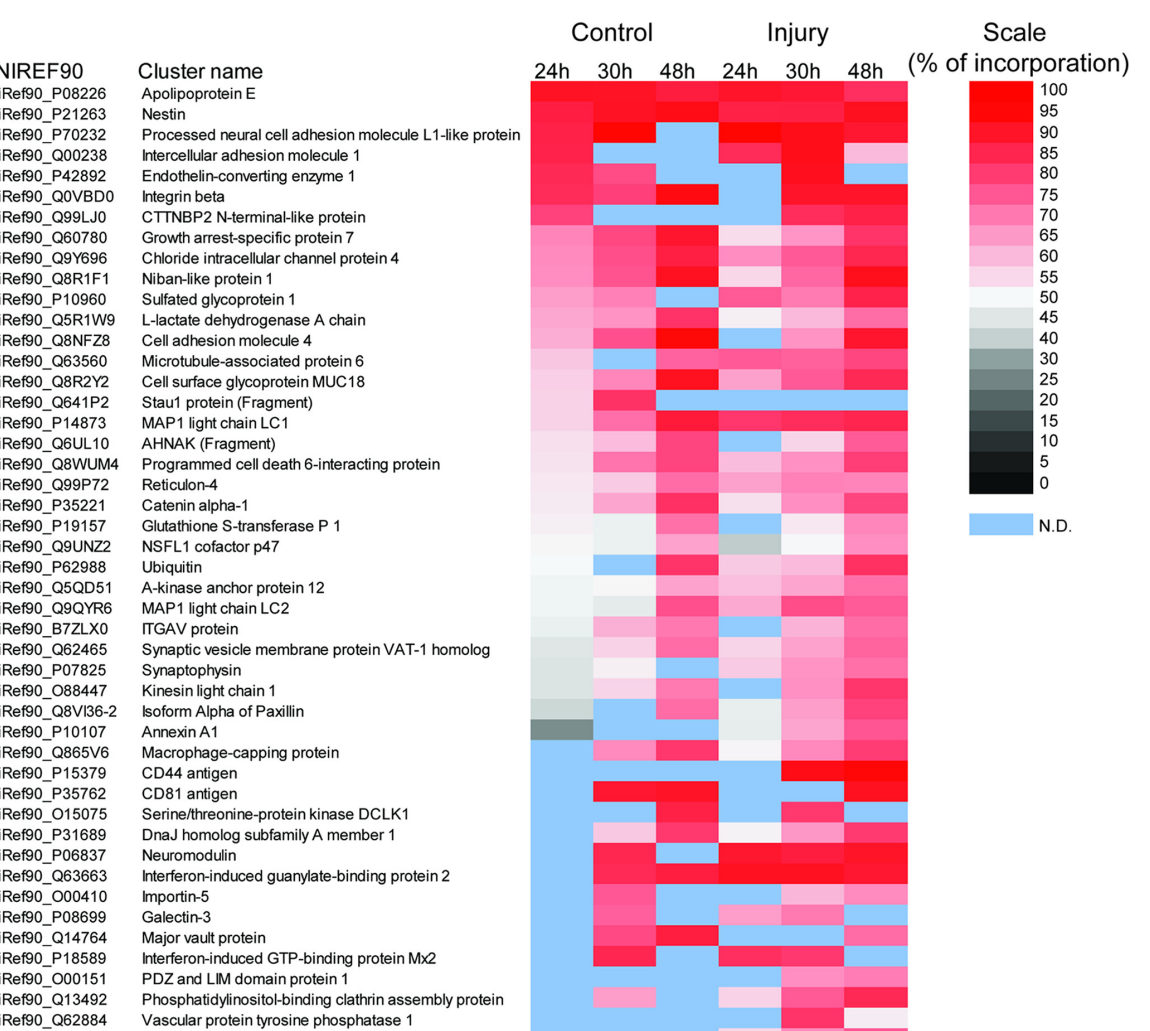
*De novo* synthesized proteins in sensory neuron outgrowth. Highly synthesized proteins identified in the early time points of rat DRG neuron outgrowth. A similar battery of highly synthesized proteins was found in control and in conditionally injured neurons. Each time point represents a combined sample of 75–100 animal equivalents. See also Extended Data Figure 5-1.

10.1523/ENEURO.0276-17.2018.f5-1 Extended Data Figure 5-1 Proteins with different translation rates in control and conditionally injured neurons. Proteins featuring at least two unique peptides with “heavy” lysine incorporation obtained from neurite enriched proteomes at 24, 30, and 48 h in culture. Download Figure 5-1, XLSX file.

### Transcription versus translation in axon outgrowth regulation

We further examined the contribution of transcription versus translation in driving axonal outgrowth by culturing DRG neurons in Boyden chambers in the presence of the transcription inhibitor DRB for the first 12 h in culture. DRB was then removed and axon outgrowth was quantified at 24, 36, and 48 h, revealing that initial axonal outgrowth can proceed despite reduced transcription (Fig. 6*A*). This suggests that the robustly translated mRNA subset identified above may be recruited from previously transcribed transcripts that are translated on need. ApoE, a protein best known for its link to Alzheimer’s disease (Yu et al., 2014), is one of the most robustly synthesized candidates at the initial stage of axon growth, and one of the ApoE 5’UTR splice variants harbors a CERT-like motif. Interestingly, a previous study described ApoE protein upregulation in SN injury, but did not determine the cell type involved or the role of the upregulated ApoE in the nerve (Melemedjian et al., 2013). Others have reported that exogenous application of ApoE or ApoE modulators can have a beneficial effect on neurite outgrowth (Kosacka et al., 2009). We verified the endogenous synthesis of ApoE in mouse DRG sensory neurons by RiboTag pull-downs from neuronal cultures and quantification of ribosome-associated ApoE RNA splice variants by Nanostring digital expression analysis (Kulkarni, 2011). As shown in Figure 6*B*, a single ApoE variant is predominant in DRG neurons, and is robustly associated with ribosomes in the pull-downs. Notably, the predominant Tv1 splice variant is not the one that harbors a CERT-like motif (Tv2; Fig. 6*B*). To assess whether the neuronal synthesis of ApoE might affect neurite outgrowth, we then tested the effects of the ApoE receptor inhibitor lactoferrin on DRG neuron outgrowth in serum-free cultures. Lactoferrin indeed had a modest inhibitory effect on neurite outgrowth, which was more pronounced at the earlier time point (Fig. 6*C*). Moreover, DRG neurons from ApoE null mice showed a modest yet significant decrease in axon outgrowth in culture (Fig. 6*D*). These data support the possibility that endogenously synthesized ApoE is secreted by adult sensory neurons for autocrine enhancement of their own axon growth.

**Figure 6.**
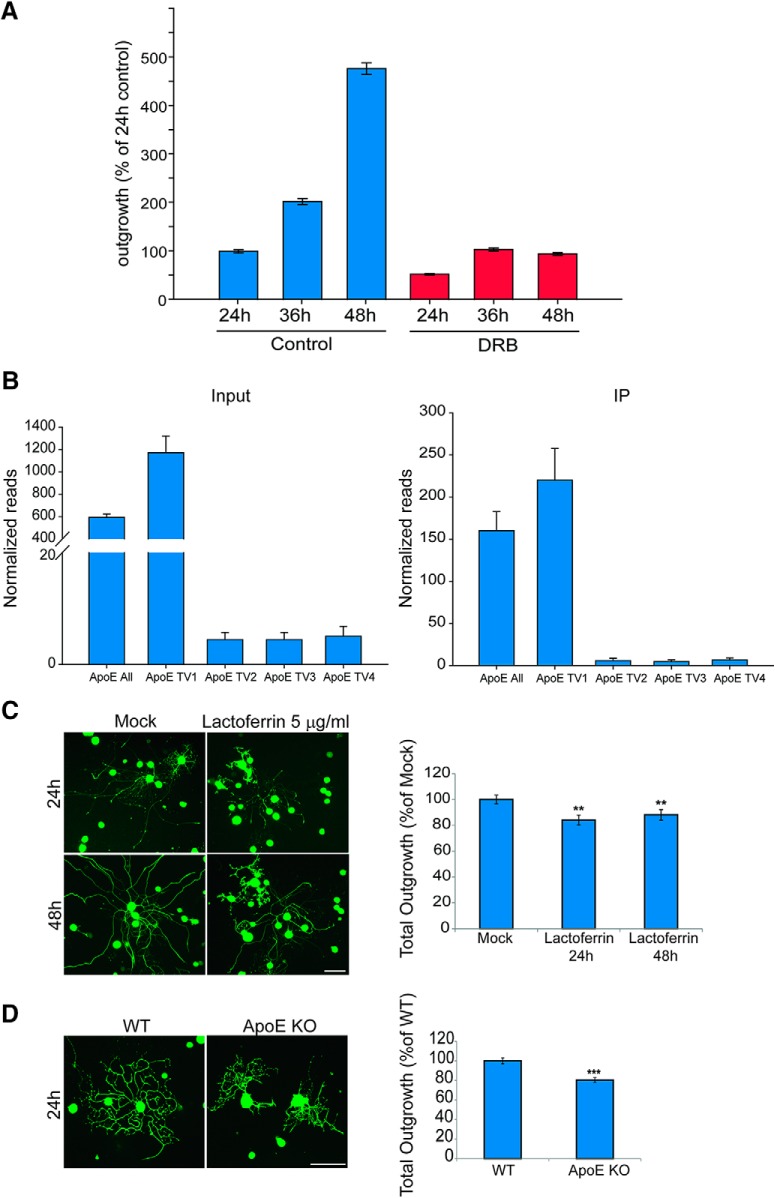
Transcription inhibition and ApoE effects on neurite outgrowth. ***A***, Neurite outgrowth comparison for mouse DRG neurons 24, 36, and 48 h after plating with or without transcription inhibitor (DRB) for first 12 h. All groups were normalized to 24 h control (*n* = 3, Mean ± SEM). ***B***, Expression levels of different ApoE transcript variants (TV) quantified by Nanostring analyses of input and HA-RiboTag pull-downs from wild-type and Adv-Cre-RiboTag DRG. The variants analyzed were ApoE All (GenBank refSeq NM_001305844.1), ApoE TV1 (NM_009696.4), ApoE TV2 (NM_001305819.1), which contains a CERT-like motif, ApoE TV3 (NM_001305843.1), and ApoE TV4 (NM_001305844.1). Data analysis was conducted in nSolver3.0, with normalization to Tubb3 as a reference gene. A large proportion of the most highly expressed ApoE variants are associated with ribosomes, supporting ApoE translation during axonal growth. ***C***, YFP-expressing adult mouse DRG neurons were treated with 5-μg/ml lactoferrin and then allowed to grow for 48 h. Representative images at two time points are shown on the left; scale bar: 100 μm. Quantification of total neurite outgrowth from three independent experiments reveals a significant decrease in axon growth after lactoferrin treatment (right panel). Mean ± SEM, *n* ≥ 300 neurons per experimental group; **p < 0.01 (ANOVA with Holm–Sidak method). ***D***, DRG neurons from adult wild-type or ApoE KO male mice grown in culture for 24 h and then fixed and stained for NFH (green). Representative images from ApoE KO and WT neurons are shown on the left; scale bar: 100 μm. Quantification of total neurite outgrowth from four independent experiments reveals a significant decrease in axon growth in ApoE KO DRG neurons. Mean ± SEM, *n* ≥ 250 neurons per experimental group; ***p < 0.001 (Student’s *t* test).

**Table 1.** Statistics

Data	Data structure	Type of test	Power	Notes
Figure 2B	GO enrichment analysis	Ontologizer 2 (topology-weighted algorithm)	*p* < 0.05	Standard settings as described in Bauer et al. (2008)
Figure 3C	Contrast analysis	EdgeR Genewise Negative Binomial Generalized Linear Models	FDR < 0.1	Genes with FPKM < 1 were filtered
Figure 3E	RNA motif occurrence	MEME (FIMO tool) uses dynamic programming algorithm to convert log-odds scores into *p* values, assuming zero-order background model	*p* < 0.0001	Standard settings as described in Bailey et al. (2009); Grant et al. (2011)
Figure 6C	Normally distributed	ANOVA with Holm–Sidak	*p* < 0. 01	
Figure 6D	Normally distributed	Student’s *t* test	*p* < 0.001	
Extended Data Figures 3-1, 7-1	Differential expression analysis	EdgeR Genewise Negative Binomial Generalized Linear Models	Quantile-adjusted conditional maximum likelihood (qCML)	TMM normalization, genes with FPKM < 1 were filtered

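Cultures of adult DRG neurons from RiboTag mice homozygous for HA-tagged Rpl22 were used, in which Cre recombinase expressed from Runx3 switches on the tag in proprioceptive neurons. Cultures without Cre served as the comparison. Each sample pooled neurons from 5 male mice after 24 h in culture. RNA was taken from the HA pull-down and from 10% of the lysate as input. There were 3 pull-down and 3 input libraries labelled Cre+ and 3 of each labelled Cre-, 12 libraries in all. The paper gives the age of the mice as 8 to 12 weeks and the sample labels give 3 to 6 months. The methods name an rRNA removal step with an amplification kit for nanogram amounts, whereas the labels name a picogram-input amplification kit with a different library kit.
The paper reports 44 to 85 M reads per sample (M, 1000000). The values used here are the counts of read fragments on the listed genes, which the authors made with STAR and HTSeq on mm10 from uniquely mapped reads. Those totals ranged from 9957913 to 13941113 (median 13087046) in the Cre+ inputs and from 8886308 to 11457315 (median 9994691) in the Cre+ pull-downs. They ranged from 9403767 to 12181960 (median 11288316) in the Cre- inputs and from 14861795 to 18633365 (median 16618339) in the Cre- pull-downs. The table of the Cre+ libraries lists 9112 genes, each with at least 5 counts in all of its libraries. The table of the Cre- libraries lists 14177 genes, of which 864 have a count of 0 in at least 1 library, and it contains all 9112 genes of the Cre+ table. Genes with a mean FPKM above 1 were tested, 8947 in the Cre+ and 11526 in the Cre- libraries. Pull-down and input were compared with edgeR's quasi-likelihood test after TMM normalization, and the Benjamini-Hochberg adjusted p-value is given as FDR. Expression is given as normalized counts, scaled to 1000000 counts per library after TMM normalization. Across genes, the log expression of pairs of Cre+ pull-downs correlated with r of 0.724, 0.685 and 0.831, against 0.939, 0.929 and 0.962 for the Cre- pull-downs. The pairs of inputs gave r of 0.913, 0.915 and 0.975 (Cre+) and 0.942, 0.941 and 0.965 (Cre-).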

We further analyzed concordance of the different datasets in this study by generating a RiboTag dataset from proprioceptive sensory neurons cultured for 24 h, using Runx3-Cre RiboTag cultures. 

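Runx3, the gene whose promoter drives Cre, lies on chromosome 4 of GRCm38 from 135120645 to 135177990. In the pull-downs labelled Cre+ it had 22.8, 2.07 and 11.1 normalized counts, from 205, 17 and 96 counts. The inputs labelled Cre+ had 4.28, 2.39 and 5.55. In the pull-downs labelled Cre- it had 20.8, 36.0 and 51.4, from 372, 532 and 691 counts, and the inputs labelled Cre- had 4.70, 1.90 and 2.88. Its mean was 12.0 ± 10.4 (SD, n = 3) in the pull-down and 4.07 ± 1.59 in the input labelled Cre+, a log2 fold change of 1.55 (standard error 0.87, FDR = 0.309, edgeR quasi-likelihood test). It was 36.1 ± 15.3 in the pull-down and 3.16 ± 1.42 in the input labelled Cre-, a log2 fold change of 3.52 (standard error 0.43, FDR = 0.000236). The difference between both enrichments was -1.93 (standard error 0.996, FDR = 0.302), which did not pass the FDR cutoff. Because the driver gene was called enriched only in the libraries labelled Cre-, every direction between genotypes refers to the labels as deposited.
The paper's list of genes shared by culture and tissue holds 307 genes, of which 250 were tested in the libraries labelled Cre+. Their median log2 fold change was 0.78, and 194 of the 250 were higher in the pull-down (p = 4.75e-12, camera with a preset correlation of 0.01). The call held under fry (p = 0.00145) and under camera with an estimated correlation (p = 0.0114). Of the 250 genes, 55 were enriched and 5 were depleted at FDR below 0.1 and a 2-fold change. Scaling by library size alone moved this median most, to 0.32. With the FDR adjusted over the list alone, 122 genes passed 0.1, against 64 when adjusted over all genes tested.
Among the axonal proteins with high synthesis rates in the paper's SILAC data, Map1a, Mcam and Map1b are also in its culture list, the last as Mtap1b. Map1a (chromosome 2, 121289590 to 121310832; 2.2% of its exon bases overlap the antisense gene Ppip5k1) had 7359 ± 829 normalized counts (SD, n = 3) in the pull-down and 1940 ± 117 in the input labelled Cre+. Its log2 fold change was 1.92 (standard error 0.21, FDR = 0.0119), and without Cre+ input replicate 3 its FDR was 0.102. Map1a was also enriched in the libraries labelled Cre-, by 1.37 (standard error 0.15, FDR = 0.000124). The difference between both was 0.59 (FDR = 0.179), which did not pass the FDR cutoff. Mcam (chromosome 9, 44134658 to 44142727) had 83.0 ± 18.2 in the pull-down and 104.4 ± 5.15 in the input labelled Cre+, a log2 fold change of -0.33 (standard error 0.34, FDR = 0.576). In the libraries labelled Cre- its log2 fold change was 1.54 (standard error 0.16, FDR = 7.6e-05), and the difference between both was -1.84 (FDR = 0.013). Map1b (chromosome 13, 99421464 to 99516602) took 6.63% to 13.3% of the counts in the pull-downs labelled Cre+ and 1.44% to 2.37% in their inputs. Its log2 fold change was 2.74 (standard error 0.27, FDR = 0.00991). Map1b was likewise enriched in the libraries labelled Cre-, by 1.67 (standard error 0.25, FDR = 0.00209). The difference was 1.11 (FDR = 0.15), which did not pass the cutoff either.

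**Figure D1:**
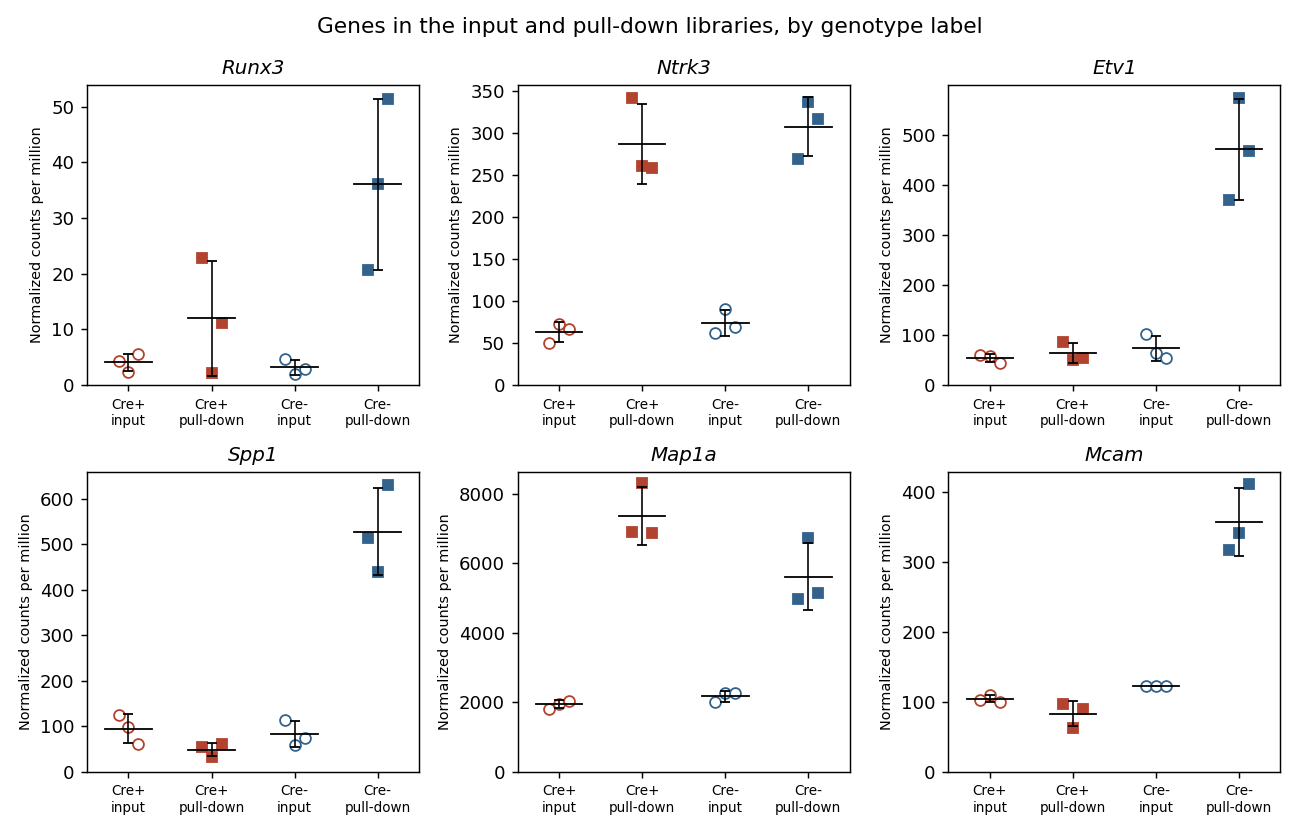
Normalized counts (scaled to 1000000 per library) of 6 genes in each of the 12 libraries, with inputs as open circles, pull-downs as filled squares, Cre+ in red and Cre- in blue; lines are means and bars are SD (n = 3). Runx3 was 22.8, 2.07 and 11.1 in the pull-downs labelled Cre+ and 20.8, 36.0 and 51.4 in those labelled Cre-.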

As shown in Figure 7, there is significant overlap in the ribosome-associated RNA ensemble in culture versus *in vivo* (Fig. 7*A–C*; Extended Data Figure 7-1), while there is minimal overlap of both RiboTag datasets with the small SILAC dataset of highly synthesized axonal proteins (Fig. 7*C*).

**Figure 7.**
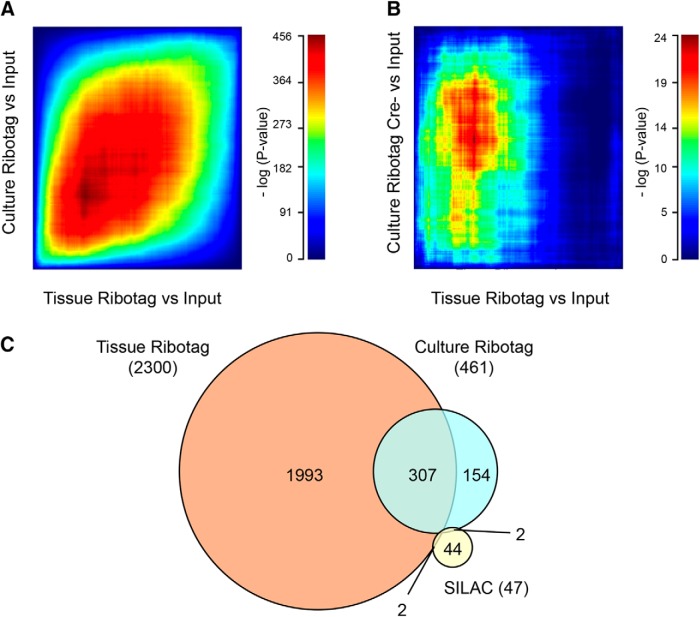
Comparison of datasets. Rank-rank hypergeometric overlap (RRHO) heatmaps comparing RiboTag-enriched genes from (***A***) cultured DRG neurons and L4-6 DRG tissue (*Runx3-Cre* driver used for both) and (***B***) Cre- cultured DRG neurons and *Runx3-Cre+* L4-6 DRG tissue. Compared gene lists were sorted by directional *p* values and plotted as -log10 transformed hypergeometric test *p* values. Overlap across *Runx3-Cre+* samples (cultured neurons and tissue) was significant (***A***), whereas poorer consistency was observed when correlating *Runx3-Cre* tissue to Cre- DRG neurons (***B***). ***C***, Overlap of genes significantly enriched by Runx3 RiboTag in DRG tissue, Runx3 RiboTag in DRG culture (Extended Data Figure 7-1) and axonal proteins with high translation rates identified by SILAC (Fig. 5). Total number of significantly enriched genes in respective datasets is shown in parentheses. Twofold enrichment in IP versus input and FDR < 0.1 were set as cutoffs to define RiboTag-enriched genes.

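In the pull-downs labelled Cre-, all 286 tested genes of the paper's list shared by culture and tissue were enriched at FDR below 0.1 and a 2-fold change, with a median log2 fold change of 1.51 (p = 2.86e-159, camera; 9.32e-05 under fry and 0.00137 with an estimated correlation). The list is not independent of these libraries, because its fold changes are those deposited for the libraries labelled Cre-. Over the 251 of its genes tested in all 12 libraries, the median difference in enrichment between the libraries labelled Cre+ and Cre- was -0.75, and 65 of the 251 genes had a positive difference (p = 8.44e-21, camera; 4.64e-05 under fry and 0.00158 with an estimated correlation).
Of 8830 genes tested in both genotypes, 407 were enriched in the pull-down labelled Cre+ and 529 in the pull-down labelled Cre-. Both calls were shared by 111 genes, against 24.4 by chance (one-sided exact hypergeometric test, p = 1.14e-45, over genes, which are not independent replicates). Depletion was shared by 30 genes, of 196 and 500. The log2 fold changes of both genotypes correlated across genes with r of 0.325, from separate libraries. Epas1, Limd2, Palm2 and Trappc3l, named after their values were seen, were enriched in the pull-down labelled Cre+ and depleted in the other. The reverse held for Car2, Chgb, Ldhb, Mdh1 and Pkm, also named after their values were seen.
In a fit of all 12 libraries, enrichment was higher in the libraries labelled Cre+ for 209 of 8954 genes and higher in those labelled Cre- for 182. These counts ranged from 13 and 30 without Cre- input replicate 2 to 713 and 694 without Cre+ pull-down replicate 2. Compared directly, 122 genes were higher and 134 lower in the pull-downs labelled Cre+ than in those labelled Cre-. Without Cre- pull-down replicate 3, 0 genes were higher (509 at an unadjusted p under 0.05) and 15 lower. With edgeR's quasi-likelihood test no gene differed between the inputs of both genotypes, where 179 genes had an unadjusted p under 0.05 and 448 would by chance. DESeq2 and edgeR's exact test each called 1 gene there, Stmn1, named after its value was seen.
Of 8 proprioceptor marker genes, 7 were tested in the libraries labelled Cre+, with a median log2 fold change of 1.30 (adjusted p = 0.0601 over the 4 lists tested, camera), and 1 was enriched. All 8 were tested in the libraries labelled Cre-, with a median of 2.68 (adjusted p = 3.65e-17 over 7 lists, camera), and 7 were enriched. With the FDR adjusted over the list alone, 2 of the 7 and 7 of the 8 genes passed 0.1. The median difference was -1.65 (adjusted p = 0.0027 over 4 lists, camera; 0.000832 unadjusted under fry), with 3 of the 7 genes positive. Without Cre+ pull-down replicate 1 it was -2.68. Of the 7 genes, 5 are in the culture list, whose fold changes are those deposited for the libraries labelled Cre-. The 2 outside that list had positive differences. Ntrk3 was enriched alike, with a log2 fold change of 2.19 (FDR = 0.025) in the libraries labelled Cre+ and 2.05 (FDR = 4.71e-05) in those labelled Cre-, and the first call was lost without Cre+ input replicate 1 (FDR = 0.118) and without Cre+ input replicate 3 (FDR = 0.112). Etv1 changed by 0.24 (FDR = 0.754) in the libraries labelled Cre+ and by 2.69 (FDR = 5.93e-05) in those labelled Cre-. Its difference was -2.41 (standard error 0.42, FDR = 0.0156). Spp1, with 18.8% of its exon bases shared with another gene, changed by -0.95 (FDR = 0.22) and 2.68 (FDR = 4.72e-05), a difference of -3.60 (standard error 0.47, FDR = 0.0026). The paper sets the Cre- cultures beside the Runx3-Cre cultures and states that their overlap with the tissue was poorer (Fig. 7B).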

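With these cutoffs and edgeR's quasi-likelihood test, 422 genes were enriched and 196 depleted in the pull-down labelled Cre+, of 8947 tested, and 693 enriched and 672 depleted in the pull-down labelled Cre-, of 11526 tested. In the fit of all 12 samples together the Cre+ counts rose most, to 1250 enriched and 948 depleted genes, and the Cre- counts fell to 270 and 175. With scaling by library size alone they were 192 and 699 in Cre+ and 429 and 1238 in Cre-. Leaving out 1 library of the Cre+ group gave 7 enriched genes without Cre+ input replicate 1 and 59 without Cre+ input replicate 2. Without Cre+ input replicate 3, 4 genes were enriched (Aff1, Ank2, Ccdc88a and Map1b, named after their values were seen). It gave 803 without Cre+ pull-down replicate 1 and 654 without Cre+ pull-down replicate 2. Depleted genes numbered 0 without Cre+ input replicate 1 or 3 (387 and 534 at an unadjusted p under 0.05), 15 without Cre+ input replicate 2, 540 and 354 without Cre+ pull-down replicate 1 and 2, and 116 without Cre+ pull-down replicate 3. In the Cre- group the enriched count ranged from 575 to 817 across the 6 fits without 1 library, and the depleted count rose to 1060 without Cre- pull-down replicate 1. Every pull-down lay above every input for 1379 genes and below for 1617 in the Cre+ libraries, 33.5% of the genes tested, where chance gives 10%. In the Cre- libraries the counts were 2061 and 2183, or 36.8%.
The smallest FDR among genes whose pull-downs all lay above their inputs in the libraries labelled Cre+ was that of Aff1, on chromosome 5 from 103692362 to 103855322 of GRCm38. It had 874 ± 170 normalized counts (SD, n = 3) in the pull-down and 126 ± 7.29 in the input, a log2 fold change of 2.80 (standard error 0.26, FDR = 0.00991). Map1b, Map1a, Ank2 and Zfhx3 followed, the last not called without Cre+ input replicate 3 (FDR = 0.112). Of the genes below their inputs, Anxa5 (chromosome 3, 36448923 to 36475887) had 273 ± 20.7 in the pull-down and 777 ± 73.3 in the input, a log2 fold change of -1.51 (standard error 0.23, FDR = 0.026). Prkar1a, Ctsl, Clta and Sdcbp followed, and these 5 calls were lost without Cre+ input replicate 1 or 3, where their FDR ranged from 0.118 to 0.155. Sdcbp was also lost without Cre+ input replicate 2 (FDR = 0.1). Of the exon bases of Ctsl, 26.8% overlap other genes.
In the libraries labelled Cre-, Unc80 (chromosome 1, 66467915 to 66699150) had 911 ± 109 in the pull-down and 113 ± 17.9 in the input, a log2 fold change of 3.01 (standard error 0.18, FDR = 6.08e-06). Ndst4, Frmpd4 and Rasgrf1 were among the genes that followed. Ftl1 (chromosome 7, 45457944 to 45459886), which has pseudogenes and shares 34.6% of its exon bases with other genes, had 42.7 ± 3.76 in the pull-down and 180.0 ± 15.5 in the input. Its log2 fold change was -2.08 (standard error 0.17, FDR = 2.79e-05). Cd24a, Dnase1l3, Tmsb10 and Rgs4 followed.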

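The culture sheet of Extended Data Figure 7-1 lists 461 genes with their log2 fold changes, 307 of them shared with the tissue and 154 not. Of the 461, 378 are in the deposited table of the libraries labelled Cre+ and 453 in that of the libraries labelled Cre-. Across the 378 genes, the list's fold changes and those the authors deposited for Cre+ correlated with r of 0.0205, with a median absolute difference of 0.87. Of these, 111 had a deposited FDR below 0.1 and a 2-fold enrichment. Across the 453 genes, the list and the table for Cre- differed by a median of 0.001 and at most by 0.12 on the log2 scale, and all 453 were past both cutoffs in that table.
When the counts were tested again, 369 of the 461 genes were tested in the libraries labelled Cre+, and 104 were enriched, 5 depleted and 296 higher in the pull-down, against 17.4 enriched by chance. The number ranged from 4 without Cre+ input replicate 3 to 141 across the 6 fits without 1 library. In the libraries labelled Cre-, 415 of the genes were tested and 412 were enriched, against 25.0 by chance. Both calls held for 99 genes. Over the 366 genes tested in both, the median log2 fold change was 0.94 in the libraries labelled Cre+ and 1.39 in those labelled Cre-. The 119 tested genes of the list outside the tissue overlap had a median of 1.19 in the libraries labelled Cre+, where 49 were enriched, and 129 such genes had a median of 1.34 in those labelled Cre-, where 126 were enriched.

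**Figure D2:**
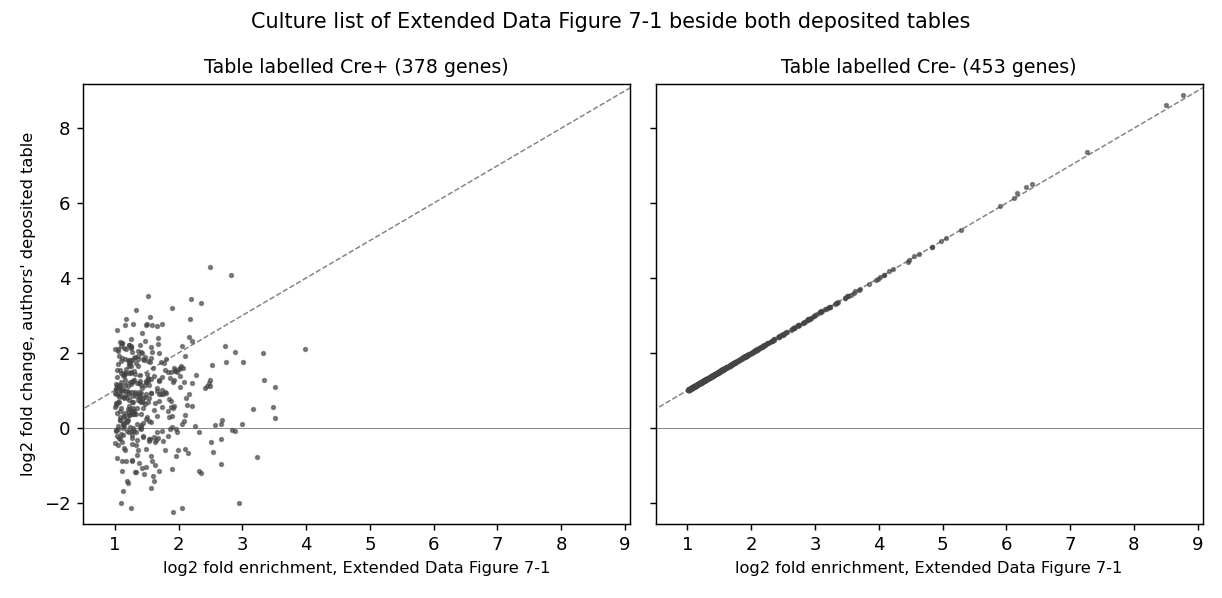
Log2 fold change in the paper's culture list against the log2 fold change the authors deposited for the libraries labelled Cre+ (378 genes) and Cre- (453 genes), 1 point per gene, with a dashed line where both are equal. The points lie on the line for the libraries labelled Cre- and scatter around it, with a median absolute difference of 0.87, for those labelled Cre+.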

10.1523/ENEURO.0276-17.2018.f7-1 Extended Data Figure 7-1 Genes significantly enriched in RiboTag pull-downs from proprioceptive neurons extracted from ganglia and cultures (RNA-seq). Lists of overlapping genes between Runx3-Cre RiboTag ganglia, Runx3-Cre RiboTag culture RNA-seq, and SILAC datasets. Download Figure 7-1, XLSX file.

## Discussion

The above findings reveal multifaceted layers of translational regulation in the neuronal response to injury and subsequent regenerative outgrowth. Translatome-wide analyses in models of neuronal injury or regeneration have mainly focused on compartmentalized translation within injured or regenerating processes (Baleriola and Hengst, 2015; Twiss et al., 2016; Rangaraju et al., 2017; Terenzio et al., 2018). Our RiboTag data reveal widespread translational regulation in the somatic response to injury, most prominently in a subset of upregulated ribosome-associated transcripts containing the CERT motif for Eif4e. This suggests that increased Eif4e activity may fuel the injury response in peripheral neurons, and Eif4e can indeed be rate limiting in mRNA translation (Truitt et al., 2015). Moreover, regulation of Eif4e or its binding proteins has been reported in a number of neuronal trauma or pain models (Chen et al., 2007; Ayuso et al., 2013; Khoutorsky and Price, 2018). Eif4e activity can be regulated by phosphorylation, interaction with different partners or upregulation, offering diverse opportunities to target the pathway (Moy et al., 2017). However, direct targeting of Eif4e for enhancing neuronal regeneration would be a high-risk strategy, since increasing Eif4e levels or activity promotes cellular transformation and cancer cell survival (Truitt et al., 2015; Hu et al., 2016).

In addition to highlighting regulatory aspects of translation in neuronal regeneration, our SILAC analyses identified a subset of transcripts that are robustly translated in the initial stages of axonal outgrowth. Although our SILAC data cannot discriminate between greatly increased synthesis versus very rapid turnover, a recent study that systematically analyzed protein turnover rates in different cell types did not report high turnover in neurons (Mathieson et al., 2018). Early studies suggested that the first phase of axon outgrowth is transcription-independent in sensory neurons (Smith and Skene, 1997), and our findings support that observation, while showing that later stages of outgrowth require new transcription. The data are consistent with initial translation of a cohort of preexisting mRNAs in the early injury response, perhaps ensuring a rapid reaction to lesion before transcriptional changes. The minimal overlap between our axonal SILAC and ganglia or whole-neuron RiboTag datasets might suggest that the SILAC experiment highlighted proteins synthesized within axons. The data may also reflect the inherent technical limitations of using a basic SILAC approach in non-dividing cells, since it was difficult to identify a time point allowing sufficient labeling that also revealed clear differences between conditionally lesioned and naive cultures. Future work in such models should use methods that do not require extensive labeling or pre-incubation periods, such as recently described methods based on O-propargyl-puromycin (OPP) labeling (Barrett et al., 2016; Forester et al., 2018), that can also be conducted in tissues and potentially also *in vivo* (Terenzio et al., 2018).

ApoE is one of the *de novo* synthesized proteins identified in our analyses. This protein is most prominently studied for its roles in Alzheimer’s disease (Yu et al., 2014) but is also implicated in a number of studies of peripheral neuronal injury and regeneration (Kosacka et al., 2009; Li et al., 2010; Melemedjian et al., 2013). Our data suggest that ApoE may have autocrine effects on axon growth, whereby growth-promoting ApoE is synthesized and secreted by the neuron to facilitate its own axon outgrowth. Future studies on this translationally regulated cohort of mRNAs are likely to provide additional new insights on the mechanisms underlying growth and regeneration of injured neurons.

How the deposited data were processed for this re-analysis (not part of the article)

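RNA was sequenced from cultured DRG neurons of RiboTag mice, as 3 HA pull-downs and 3 inputs labelled Runx3-Cre+ and 3 of each labelled Cre-. Samples were grouped by the genotype and the RNA fraction in their labels. Apart from punctuation, which includes the minus sign, the column names of the Cre+ pull-downs equal the titles of the Cre- pull-downs. They were assigned to the Cre+ pull-downs because the labels of those samples name the table that holds them, and as a group, so their numbers only tell the libraries apart. The methods state that all samples of the study were multiplexed into a single pool, and neither the methods nor the labels give a batch within this experiment.

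The authors aligned the reads to mm10 with STAR and default parameters, and deposited for each genotype a table with the count of read fragments per gene and library, made with HTSeq on the refSeq refFlat annotation from uniquely mapped reads. The counts are whole numbers and not normalized. Tested on the values, the Cre+ table holds genes with at least 5 counts in every library, and each gene of the Cre- table has at least 5 counts in at least 1 library and a sum of at least 14. The tables also give the mean FPKM over their libraries as the authors computed it, and 165 genes of the Cre+ table and 2651 of the Cre- table have a mean FPKM of 1 or less. They further hold the authors' log2 fold change of pull-down to input and the authors' p-value with its FDR, from edgeR with TMM normalization and the quantile-adjusted conditional maximum likelihood method. The deposited FDR equals the Benjamini-Hochberg adjustment of the deposited p-value over the listed genes. At FDR below 0.1 and a 2-fold change, the deposited values call 552 genes enriched and 477 depleted for Cre+, and 884 and 869 for Cre-. A further 18 columns per sample, with normalized counts and ratios by replicate, were not used.

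The tests started from the counts, with the deposited FPKM only as a filter (mean above 1). edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest) in R 4.3.3 tested pull-down against input in each genotype on the 6 libraries of that genotype, without a replicate block. The difference of both enrichments was tested in a fit of all 12 libraries on the 8954 genes past the filter, and pull-downs and inputs of both genotypes were compared directly. Genes were called at FDR below 0.1 and a 2-fold change, the cutoffs of the paper. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and with fry and an estimated correlation beside it. Lists with at least 5 tested genes were tested, and their p-values were adjusted over 4 lists in Cre+, 7 in Cre- and 4 for the difference. The lists were proprioceptor, other sensory neuron, pan-neuronal and glial markers (the last 2 from Fig. 2D), satellite glia, fibroblast, macrophage, endothelial, epidermal, striated muscle, blood and lymphoid genes, and the shared and remaining genes of the paper's culture list. Of the proprioceptor list, 6 genes are also in the culture list.

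The alternatives were DESeq2 1.42.0, a filter of at least 10 counts in at least 3 samples, no filter, upper-quartile scaling, scaling by library size alone, edgeR's exact test with the quantile-adjusted method, all 12 samples in one fit, a replicate block (in Cre-), an FDR of 0.05, no fold limit, and each library left out. These, the tests, the lists and the rule for naming genes were set before the data were examined. The genes named are those of the lists, those the paper names, and for each comparison the 5 genes in each direction with the smallest FDR among those called with every pull-down on the same side of every input. Of these, 1 gene is not reported here. A comparison with the libraries labelled Cre- in place of those labelled Cre+ was added after the values were seen. The copy of the paper's tissue list read here holds 1999 genes, sorted by fold, and ends early. The list was therefore used in 1 test only, chosen after the values were seen, with its median in each genotype given beside it. For the same reason the RRHO comparison of Fig. 7A and B was not analysed here.

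Counts on listed genes ranged from 8886308 to 18633365 per library. Reads without molecular identifiers are not independent molecules, so limits from counts cover counting error only. A gene with at most 3 counts in every input was given a fold against that floor, as a lower bound. Transcript length and GC content came from GENCODE M21 and coordinates from RefSeq, both on GRCm38, and 96.1% of the genes tested in both genotypes had a length and GC value. Exon overlaps were taken from GENCODE M21, since the counting is not stated to use strand. Symbols that the tables spell in an older form were matched through the RefSeq synonyms. Figures were drawn with matplotlib 3.10.9.

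The scripts were tested on simulated counts with 200 changed genes and log2 changes of 2 to 3. They recovered 129 of the 200 (64.5%) among 8947 genes with the Cre+ libraries' means and spread, with 18 false calls, 196 (98.0%) among 11526 genes for Cre-, with 19, and 100 (50.0%) among 8954 genes for the difference, with 12.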

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

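The tests of exchanged labels, of the origin of the culture list and of a single library were chosen after the results they bear on were seen. All directions follow the genotype labels as deposited.

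In the fit of all 12 libraries, 209 genes were enriched more in the libraries labelled Cre+ and 182 more in those labelled Cre-, by a test of the difference between both enrichments. Only the real split among the 10 splits of the genotype labels gave as many genes (1 of 10, the other 9 gave 0). These splits moved the pull-down and input of equal number together, although the numbers were not read as pairs. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart from the labels by this count. The same holds for the pull-down against input in each genotype and for both pull-downs, where again 1 of the 10 splits gave as many genes. The inputs gave 0 genes in the real split, as did 10 of the 10 splits.

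The differences went both ways, with a median of 0.13 over all 8954 genes. The list shared by culture and tissue was enriched less in the libraries labelled Cre+ (median difference -0.75), and the proprioceptor list too (-1.65, with 3 of 7 genes positive, and -2.68 without Cre+ pull-down replicate 1). The shared list is part of the culture list, whose fold changes are those deposited for the libraries labelled Cre-. Its negative difference therefore follows in part from how its genes were chosen. Of the 7 proprioceptor genes, 5 are in the culture list. The 2 outside it had positive differences, Cdh13 by 0.14 (FDR = 0.966) and Heg1 by 1.01 (FDR = 0.296, edgeR quasi-likelihood test). Ntrk3, in the list, was also positive (0.16, FDR = 0.814). The negative median of the proprioceptor list thus rests on genes of the culture list. The other sensory neuron list had a positive median difference (0.89, 11 of 12 genes positive, adjusted p = 0.0308, camera). That call was not past the threshold under fry (p = 0.084) or an estimated correlation (p = 0.207), nor without Cre+ pull-down replicate 2 (median 0.73) or without Cre- pull-down replicate 3 (0.42), and the median was 1.71 without Cre- pull-down replicate 1. Single genes differed by the test of the difference with edgeR's quasi-likelihood test: Etv1 by -2.41 (FDR = 0.0156), Spp1 by -3.60 (FDR = 0.0026), Mcam by -1.84 (FDR = 0.013) and Unc80 by -1.18 (FDR = 0.0559). Aff1 differed by 1.55 (FDR = 0.0624), Ank2 by 1.75 (FDR = 0.0559) and Zfhx3 by 1.08 (FDR = 0.0507). Prkar1a differed by -1.31 (FDR = 0.021), Clta by -1.50 (FDR = 0.0655), Sdcbp by -1.17 (FDR = 0.0557), Cd24a by 1.56 (FDR = 0.064) and Dnase1l3 by 1.77 (FDR = 0.0273).

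Technical sources of the proprioceptor difference were tested. With the Cre- libraries thinned to the totals of the Cre+ libraries, the list kept a median of 2.67 in the libraries labelled Cre-. With the fit restricted to the genes of both tables it was 2.65. Random thinning leaves the expected ratio of pull-down to input unchanged, and the restriction acts only through the normalization. These values show only that fewer counts or fewer genes did not move this median, so they cannot exclude a technical source. After removal of length and GC trends the proprioceptor difference was -2.05, from -1.68 before (medians of 0.63 and 2.50). In the fits without 1 library it stayed at or below -1.22 in 12 of 12 fits, the largest unadjusted p being 0.00999 (camera).

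A candidate explanation is that the sample labels of both tables are exchanged. Runx3 itself was called enriched only in the libraries labelled Cre-, and the fold changes of the paper's Runx3-Cre culture list are those of that table. If the labels were exchanged, sensory neuron genes that are neither proprioceptor markers nor in the list would be depleted more in the libraries labelled Cre-, and the median difference of 0.89 is consistent with that. If instead the labels were right and only the list had been taken from the other table, the genes of the paper's tissue list, which comes from other libraries, would be enriched more in the libraries labelled Cre+. The copy of that list read here holds 1999 genes, is sorted by fold and ends early, so only a part of it was tested. Of the 1999 genes, 963 were tested in all 12 libraries, with a median difference of -0.20 and 393 genes positive. The p-value was 5.04e-06 with camera, 0.000333 under fry and 0.00498 with an estimated correlation. The median stayed negative, from -0.30 to -0.18, in the 12 fits without 1 library. In each genotype alone the list rose in the pull-down. Its median log2 fold change was 0.48 over 954 genes in the libraries labelled Cre+ and 0.74 over 1254 in those labelled Cre-. For the genes tested, the negative difference argues against a list taken from the other table. Whether the labels are exchanged cannot be settled from these values alone, since both hypotheses were formed on the same data, and Ntrk3 was enriched alike in both (2.19 and 2.05). The column names of the Cre+ pull-downs equal the titles of the Cre- pull-downs only when punctuation, including the minus sign, is dropped. The Cre- pull-downs have columns of their own, so this match alone cannot decide the question for the pull-downs. The inputs of both genotypes cannot decide it, as they gave 0 different genes with the quasi-likelihood test and 1 with DESeq2 or the exact test. A real difference between the cultures stays open and was not tested apart from this.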

How the results depend on the processing

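Of 405 settings of the counts of called genes and the list medians, 292 gave the same call, 16 were weaker, 5 stronger, 4 reversed and 88 moved. Of 798 settings of single genes and other lists, 724 were the same, 47 weaker, 5 stronger, 5 reversed and 17 moved. The cause was not tested unless stated. The pseudocount was not varied because the tables hold counts.

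The enriched and depleted counts changed most. With DESeq2, 1103 and 568 genes were called in Cre+, 612 and 428 in the difference, and 774 and 445 between the pull-downs. Upper-quartile scaling gave 249 enriched genes in Cre+, 85 genes higher in Cre+ in the difference and 75 between the pull-downs. Scaling by library size alone gave 192 and 699 in Cre+, 429 and 1238 in Cre-, 72 and 275 in the difference, and 67 and 208 between the pull-downs. The exact test called 794 and 485 in Cre+ and 453 and 320 between the pull-downs. The fit of all 12 samples called 1250 and 948 in Cre+, 270 and 175 in Cre-, and 965 and 639 between the pull-downs. At an FDR below 0.05, 139 and 26 genes were called in Cre+, 35 and 60 in the difference, and 20 and 44 between the pull-downs. Without a fold limit, 1502 and 1284 were called in Cre-. DESeq2 and the exact test each called 1 gene between the inputs, Stmn1, named after its value was seen. The culture list was recovered in 161 genes with DESeq2 and, chosen after the values were seen, in 412 with the libraries labelled Cre- in place of Cre+.

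The median log2 fold change of all genes was 0.08 in Cre+ and -0.04 in Cre- with TMM, -0.12 and -0.07 with the upper quartile, and -0.36 and -0.27 with library size alone. The share of enriched among called genes moved with it, from 68.3% to 48.3% and 21.5% in Cre+ and from 50.8% to 47.6% and 25.7% in Cre-. Under library size alone Etv1 in Cre+ reversed to -0.22 and pan-neuronal genes in Cre+ to -0.23. Pan-neuronal genes were 0.10 in Cre- and no longer passed the threshold for lists, an unadjusted p under 0.05, and were -1.01 in the difference, where they then passed it. Satellite glia in Cre- was -1.46 and no longer passed it, and macrophage genes in Cre+ were -0.31.

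Under set tests other than camera with the preset correlation, calls changed for the proprioceptor list in Cre+ (1.30, p = 0.157 with an estimated correlation), other sensory neuron genes in Cre+ (-0.13, p = 0.0352 under fry), in Cre- (-1.21, p = 0.172) and in the difference (0.89, p = 0.084 under fry and 0.207 with an estimated correlation), epidermal genes (3.09, p = 0.117), satellite glia (-1.27, p = 0.15), and pan-neuronal genes in Cre- (0.33, p = 0.107) and in the difference (-0.78, p = 0.00124 under fry).

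Leaving out 1 library, the Cre+ counts ranged from 4 to 803 enriched and 0 to 540 depleted genes, and the recovery of the culture list from 4 to 141. Without Cre+ input replicate 3 the 4 genes were Aff1, Ank2, Ccdc88a and Map1b. The depleted genes in Cre- ranged from 525 to 1060. In the difference the counts ranged from 13 to 713 (higher in Cre+) and from 30 to 694, and between the pull-downs from 0 to 584 and from 15 to 536. Etv1 in Cre+ ranged from -0.005 to 0.41 and Dnase1l3 from -0.30 to 0.085. Medians ranged from -0.093 to 1.05 for fibroblast genes in Cre+, from -1.47 to 0.74 for macrophage genes in Cre+ and from -1.01 to 1.20 in the difference, from -0.59 to 0.25 for satellite glia in Cre+. For fibroblast genes they ranged from -1.61 to -0.42 in Cre- and from 0.72 to 2.26 in the difference. They ranged from -0.28 to 0.16 for other sensory neuron genes in Cre+ and 0.42 to 1.71 in the difference, from 0.73 to 1.62 for the proprioceptor list in Cre+, and from 0.29 to 0.38 for pan-neuronal genes in Cre-.

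With the replicate number as a replicate block, pan-neuronal genes in Cre- were 0.33 and no longer passed the threshold. The median of endothelial genes, with no test, was -0.54. The block changed no other call of a list or named gene in Cre-, and moved neither count of called genes there by over 1.5 times. The deviations of same-numbered pull-down and input from their group means correlated with r of 0.07, 0.03 and 0.12 in Cre-, so the numbers were not read as pairs. The block planned for Cre+ and for the difference is not given, because the columns of the Cre+ pull-downs were assigned to their group and not to numbered samples. That assignment was made after the values were seen. The block had by then been fitted on the numbers in the column names, where it called fewer genes in both directions, in Cre+ and in the difference. All counts given for Cre+ and for the difference are those without a block. The methods take the input from each sample before the pull-down, so if equal numbers mark one lysate, the fit with the block would be the one to prefer.

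The depth of 8886308 to 18633365 counts limits genes near the floor of 3 counts, such as Abra and Lce1c, whose inputs give only lower bounds.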

Differences from the paper's values

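The paper's reads per sample were 44 to 85 M (M, 1000000), and the counts on listed genes were 8.89 to 18.6 M. These are different measures, reads sequenced against fragments counted on the listed genes, and the alternatives do not apply to them.

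For genes of its Runx3-Cre culture list, the paper's log2 fold changes and those found here in the libraries labelled Cre+ were 3.51 and 1.55 for Runx3, 2.68 and 0.24 for Etv1, 2.67 and -0.95 for Spp1, 3.33 and 1.67 for Whrn, 1.36 and 1.92 for Map1a, 1.54 and -0.33 for Mcam, 1.67 and 2.74 for Map1b, 1.28 and 2.80 for Aff1, 1.18 and 2.90 for Ank2, 3.01 and 1.80 for Unc80, 2.89 and 2.05 for Ndst4, 2.74 and 1.84 for Frmpd4, and 2.47 and 1.23 for Rasgrf1. Of the alternatives set before the data were examined, library size alone brought Map1a to 1.49, which differs from the paper's value by no more than the SD between replicates. Because replicates varied, the same held, with a gap left, for Rasgrf1 without Cre+ input replicate 1 (1.83) and without Cre+ pull-down replicate 2 (1.62), for Runx3 without Cre+ input replicate 3 (1.84) and without Cre+ pull-down replicate 2 (2.07), and for Whrn without Cre+ pull-down replicate 3 (2.08). For Etv1, Spp1, Mcam, Map1b, Aff1, Ank2, Unc80, Ndst4 and Frmpd4 none of them came that close. With the libraries labelled Cre- in place of those labelled Cre+, chosen after seeing the values, each of these 13 log2 fold changes fell within the paper's, with 693 genes enriched against the paper's 461.

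The paper states that Runx3-Cre tissue overlapped less with the Cre- cultures than with the Runx3-Cre cultures (Fig. 7B). Here 286 of 286 tested genes of its list shared by culture and tissue were enriched in the libraries labelled Cre-, against 55 of 250 in those labelled Cre+. The list's fold changes are those deposited for the libraries labelled Cre-. The paper places Mcam among the genes enriched in its Runx3-Cre culture, and here it was enriched (log2 fold change 1.54) only in the libraries labelled Cre-.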

Other observations

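The tests of transcript length, GC content, a single library, few captured molecules and epidermal cells were chosen after the result was seen. Directions follow the genotype labels as deposited.

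Of genes the paper studies elsewhere, Apoe changed by -0.64 (FDR = 0.611, edgeR quasi-likelihood test) in the libraries labelled Cre+ and by -1.58 (FDR = 0.0216) in those labelled Cre-, where the call was lost without Cre- input replicate 2 (-1.32, FDR = 0.113). The difference was 0.97 (FDR = 0.513). Eif4e changed by -0.80 (FDR = 0.116) and -0.77 (FDR = 0.00434), and Rpl22, which carries the tag, by -0.88 (FDR = 0.294) and -1.38 (FDR = 0.00229). The 2 Rpl22 values differed by 0.53 (FDR = 0.595).

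Marker lists gave the following median log2 fold changes. Other sensory neuron genes were -0.13 in Cre+ (adjusted p = 0.616, camera) and -1.21 in Cre- (adjusted p = 4.03e-05). Pan-neuronal genes were 0.20 and 0.33, and -0.78 in the difference. Glial genes were -0.42 and -1.31, with a difference of 0.99, and satellite glia -0.08 and -1.27 (adjusted p = 0.0484 in Cre-, camera), with a difference of 1.17. Fibroblast genes were 0.59 and -0.75, with a difference of 1.34. Macrophage genes were 0.20 over 2 genes and 0.46 over 5, with a difference of 0.67. Endothelial genes were 1.93 and 0.07 over 4 genes each, with a difference of 2.22. Single pull-downs moved these medians. Without Cre+ pull-down replicate 1, the Cre+ value was 0.69 for endothelial, -1.47 for macrophage, -0.093 for fibroblast, -0.59 for satellite glia and 0.021 for glial genes, and the difference was 0.81, -1.01, 0.72 and 0.59 for the first 4. Without Cre- pull-down replicate 1, the Cre- value was -1.47 for endothelial, -1.61 for fibroblast, -2.44 for satellite glia and -1.87 for other sensory neuron genes, and the difference was 3.63 for endothelial, 2.26 for fibroblast, 1.91 for satellite glia and 1.76 for glial genes. Across the fits without 1 library, the Cre- value ranged from -1.47 to 0.48 for endothelial, from -2.44 to -0.82 for satellite glia, from -1.87 to -0.70 for other sensory neuron and from 0.001 to 1.13 for macrophage genes. Of the striated muscle genes only Abra was tested, in Cre- alone, where it was at least 16.7-fold higher in the pull-down than in inputs at or under the floor. No blood or lymphoid gene was tested. The genes of the culture list outside the tissue overlap differed between genotypes by a median of -0.24 over 121 genes, which was not past the threshold of camera. That list passed the threshold without Cre+ input replicate 1 (-0.35) and without Cre- pull-down replicate 1 (-0.30). Epidermal genes were tested in Cre- alone, with a median of 3.09 over 5 genes, unchanged with Lce1c at its lower bound (at least 8.73-fold higher), and 3 of the 5 were enriched.

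The epidermal genes Lce1g, Kprp and Lce1c had been in the study's culture list, and Lce1 genes are a family with near-identical members. Lce1g had 76.2 and Kprp 27.5 normalized counts in the pull-downs labelled Cre-. The abundant epidermal transcripts Krt1 and Lor had means of 1.20 and 0.23 there (Krt1 was 3.28 in Cre- pull-down replicate 3) and of 3.12 and 0.48 in the inputs, so they did not rise with the others, which argues against epidermal cells as the source of the enrichment. What gives this signal stays open.

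Genes enriched in both genotypes were long. The median transcript length was 10874 bases for genes enriched in both, 8379.5 for Cre+ and 5539.5 for Cre-, against 1896.5 and 2588 for depleted genes and 3847.5 for all genes tested in both. Log2 fold change correlated with log2 length across genes with r of 0.503 in Cre+ and 0.369 in Cre-, and with GC content with r of 0.008 and -0.014. Removing the length trend lowered the correlation between both genotypes from 0.325 to 0.167, so length may be a part of what both pull-downs share but does not account for all of it, and removing the GC trend left it at 0.325. Among genes of matched length, 57.7 shared enriched genes were expected and 107 were seen. The largest of 10000 resamples gave 79. By the design, cultures without Cre carry no tag, so their pull-down holds RNA bound without it. Whichever label is right, genes enriched in both pull-downs may therefore reflect binding without the tag. How much of the enrichment in the tagged pull-down has this source was not tested. The paper reports undetectable ribosomal RNA in pull-downs from DRG of Cre- animals (Fig. 1C).

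The pull-downs labelled Cre+ varied more than the other groups, with a biological coefficient of variation of 0.715 against 0.302 for the pull-downs labelled Cre-, 0.313 for inputs labelled Cre+ and 0.23 for inputs labelled Cre-. Thinning the Cre- pull-downs to the depth of the Cre+ pull-downs gave 0.297. Random thinning hardly changes this measure by its construction, so the value shows only that fewer counts did not raise it. The pairs of Cre+ pull-downs gave 0.567, 0.78 and 0.722, so no single library accounts for it. The squared spread fell by 0.544 from the least to the most abundant of 3 equal groups of genes in Cre+ and by 0.095 in Cre-. In proportion the spread fell alike, from 0.875 to 0.471 in Cre+ and from 0.384 to 0.23 in Cre-, so few captured molecules cannot be told apart from a wider spread of another source.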
